A study of Mus musculus with 24 samples. Its data were reported in "Maternal SMCHD1 regulates Hox gene expression and patterning in the mouse embryo" (2022).

How the data were processed

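The data were poly(A) RNA sequencing libraries of male mouse embryonic stem cell (mESC) lines that were differentiated towards neuromesodermal progenitors (NMPs), a cell type that gives rise to spinal cord and trunk mesoderm. According to the labels, 24 libraries came from 6 lines, 3 with the wild-type Smchd1 genotype (wt) and 3 heterozygous for a deletion of Smchd1 (het), each sampled on day 0, day 2, day 2.5 and day 3. The lines came from crosses of a Castaneus mother and a C57BL/6 father that carried the deleted allele, so the deleted allele of the het lines was the paternal one. The replicate of a genotype is the line, and the 4 libraries of a line are repeated measures. Line numbers are shared by the days of one line, which is the only pairing that the labels give. A wt and a het line with the same number are different lines.

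The authors trimmed single-end reads with TrimGalore and Cutadapt, aligned them with hisat2 to the GRCm38.p6 genome and quantified genes in SeqMonk. The first deposited table holds raw read counts per gene for each library, with no normalization. A pair of further deposited tables hold log2 values, in which the authors took log2 of reads scaled by kilobase of transcript and by library total (RPKM) for 39 Hox genes and for 34 pluripotency and differentiation factors. Checked against the counts, these log2 values scale by the library total, and a gene with 0 counts is listed at the value of 0.9 counts. The labels do not state for each library whether the kit was stranded, and how reads over overlapping genes were counted is not stated. The 8 further columns of group means in each deposited table were not used. All per-sample columns were matched to a label by title, with 0 left over.

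The count table held 35591 genes. Totals ranged from 7.10 to 20.8 M (mega) counts per library, with a median of 17.9 M. The smallest level a library could show was taken as 3 counts, which is 0.422 counts per M counts (CPM) in the smallest library and 0.144 in the largest. Intervals and floors of this kind cover counting error only, because reads without molecular identifiers are not independent molecules.

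Counts were analysed in R 4.3.3 with edgeR 4.0.16. Composition factors were computed by the trimmed mean of M-values (TMM), genes were filtered with filterByExpr by group, and groups were compared by the edgeR quasi-likelihood test. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, which is meant wherever a gene is said to differ. Comparisons were het against wt on each day, het against wt on counts summed over the 4 days of each line, day 2.5 against day 2 within each genotype, and the interaction of genotype with that change. Gene sets were tested with the directional fry test, a self-contained set test run on the same fits. The sets were the Hox1 to Hox9 genes (27 genes) and the clustered protocadherin genes (57 genes). The factors were adjusted over their list alone, with the count over all genes beside it. CPM values were scaled with TMM factors. For the Hox genes, each line's mean log2 RPKM over the 27 genes was compared by an exact permutation test, two-sided, of 3 lines against 3, in which the smallest possible p is 0.1.

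Genes to be named were chosen by rule. They were Smchd1, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, the Hox genes Hoxb1, Hoxb4, Hoxc6 and Hoxb9, and 8 of the factors. A further gene of this list is not reported here. From each test, the rule added the 3 higher and 3 lower genes with the smallest adjusted p among those past the threshold with no overlap between groups. For day 2.5 against day 2, it added the 3 higher and 3 lower by fold change among such genes with a mean of at least 50 counts in one group. Any other gene named was chosen after its values were seen.

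Alternatives were DESeq2 size factors, library totals alone, no filter beyond 1 count, a mean of at least 50 counts, the DESeq2 1.42.0 Wald test, the edgeR exact test, one fit of all 24 libraries, the line number as a block, counts thinned to the smallest library total (seed 7), limma 3.58.1 voom with the line as a random effect, the camera set test, other summaries of the Hox genes, and fits that each left out one replicate. Genes were matched by identifier to the GENCODE vM21 annotation, in which 35545 of the identifiers were found and 99.5% of these had the same chromosome, start and end as the count table. For each named gene, the share of 75-base stretches of its longest transcript that occur in no other gene's transcripts was computed. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

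The procedure was tested on simulated data with the depths of the day 2 libraries, in which 200 genes were changed 4-fold at a dispersion of 0.02. The quasi-likelihood test called 199 of the 200 and 11 other genes, and all 200 had the simulated direction. It called 0 genes when none was changed. The simulated change was larger than that of Smchd1 in these data, whose log2 fold change ran from -0.60 to -0.88 by day. All genes were also given the same dispersion. The recovery therefore does not measure the power to find changes of the size of that of Smchd1. The fry test gave a p under 0.05 for 9 of 100 sets of unchanged genes.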

Results

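Gene expression was measured by RNA sequencing in 6 male mESC lines, 3 wt and 3 het for Smchd1, at day 0, day 2, day 2.5 and day 3 of differentiation to NMPs, which gave 8 groups of 3 libraries. Smchd1 encodes a chromatin protein that takes part in gene silencing. The het lines carried a deleted allele from the father, and the comparison with wt lines asked whether having a single working copy of Smchd1 in the embryo's own cells alters expression, in particular that of the Hox genes, apart from any effect of the protein supplied by the oocyte. Wnt signalling was activated at day 2. The mean library total was 16.2 ± 1.69 M (mega) counts in wt and 17.2 ± 1.46 M in het at day 0, and 19.8 ± 1.24 M and 16.5 ± 0.822 M at day 2 (SD, n = 3). At day 2.5 it was 14.0 ± 5.96 M in wt and 19.2 ± 0.894 M in het, and at day 3 it was 17.7 ± 2.67 M and 19.7 ± 0.934 M (SD, n = 3). The smallest library, wt day 2.5 line 2, had 7.10 M counts.

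Within groups, the correlation of log2 CPM between libraries across genes ranged from 0.955 to 0.985 over 24 pairs, and 0 pairs were identical. Genes are not independent replicates in this correlation. The first principal component held 54.7% of the variance over the 24 libraries and the second held 19.4%. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had at least 138 counts in each of the 24 libraries. Xist, the X-linked RNA of the inactive X chromosome, had 85 to 686 counts, and its exons overlap those of 5 other annotated genes, Tsix among them. With counts summed per line, 670 genes of chromosome 8 had a median log2 ratio of 0.22 in wt line 1 against the mean of the other 5 lines. The median ratio of wt line 1 on chromosome 8 to the mean of all 6 lines was 0.19, and the next largest of the 120 medians by line and chromosome was 0.06 in size.

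**Figure D1:**
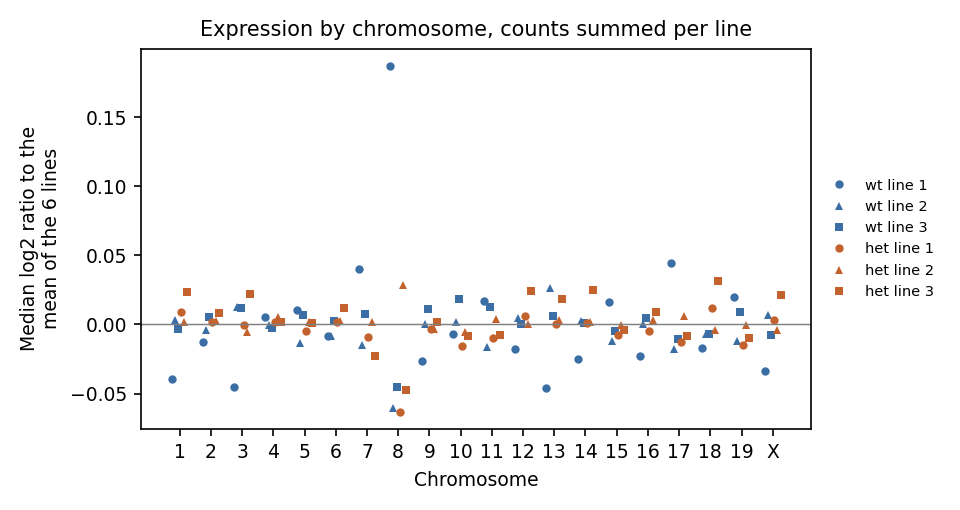
Median log2 ratio of each line's summed counts to the mean of the 6 lines, by chromosome (1 to 19 and X), with 1 point per line and colours for wt and het. Chromosome 8 of wt line 1 lies at 0.19, apart from the other points.

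Smchd1 (ENSMUSG00000024054, protein coding, GRCm38 chromosome 17, 71344489 to 71475343) was the gene with the deleted allele. The paper's reporting summary names the loss of a single exon in its maternal deletion samples. If the allele here is the same, counts over the whole gene may include RNA from it and do not measure working copies. The level of Smchd1 at day 0 was 143 ± 10.3 CPM in wt and 95.2 ± 6.15 CPM in het (SD, n = 3), which was 66.8% of wt. At day 2 it was 200 ± 15.8 CPM in wt and 120 ± 3.75 CPM in het, or 60.1% of wt (SD, n = 3). At day 2.5 the levels were 136 ± 16.0 and 90.02 ± 2.99 CPM, or 66.1% of wt, and at day 3 they were 193 ± 23.4 and 106 ± 1.95 CPM, or 54.7% of wt (SD, n = 3). The 3 het libraries lay below the 3 wt libraries on each day, with an exact permutation p of 0.1 on each day (two-sided, the smallest that 3 against 3 allows). In edgeR, the log2 fold change of Smchd1 was -0.61 at day 0 (SE 0.08, adjusted p 0.1004), -0.75 at day 2 (SE 0.09, adjusted p 0.00824), -0.60 at day 2.5 (SE 0.11, adjusted p 0.907) and -0.88 at day 3 (SE 0.10, adjusted p 0.0307). The change was negative in 32 of 32 alternatives over the 4 days, while its adjusted p at day 3 ranged from 0.00170 to 0.444.

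**Figure D2:**
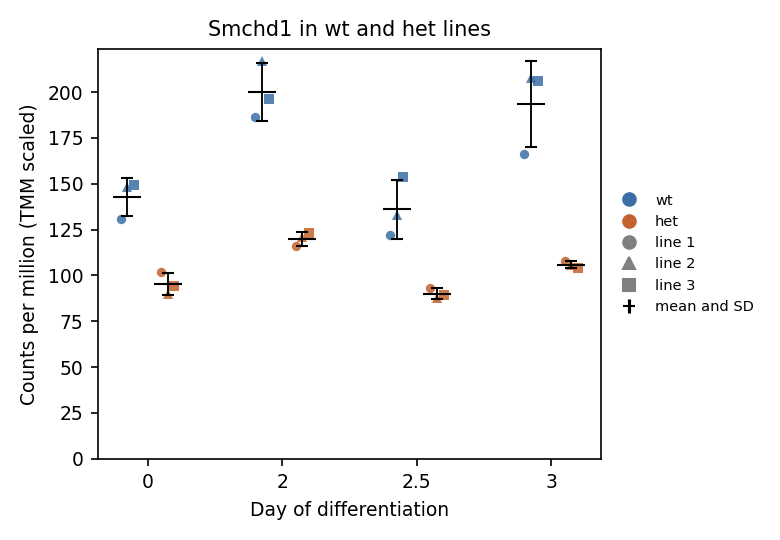
Smchd1 in CPM, scaled with TMM factors, by day of differentiation. Points are single libraries, with a shape per line, and black bars are the mean and SD of 3 lines per genotype. On each day the 3 het libraries lie below the 3 wt libraries.

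Het was compared with wt on each day to find genes altered by the loss of a single allele. At day 0, 0 of 15108 genes tested differed by edgeR, and 1649 had an unadjusted p under 0.05. Without a filter beyond 1 count, the alternative that moved this most, the count was 369. At day 2, 85 of 15414 genes differed, of which 8 were higher and 77 lower in het, and 1576 genes had an unadjusted p under 0.05. At day 2.5, 0 of 15588 genes differed, with 822 at an unadjusted p under 0.05. At day 3, 1 of 15686 genes differed, and it was Smchd1. The groups did not overlap for 16.5% of genes at day 0, 15.8% at day 2, 11.6% at day 2.5 and 13.9% at day 3, where 10% would be so by chance. Of the 85 genes of day 2, 74 of the 79 tested at day 0, 80 of 85 at day 2.5 and 84 of 85 at day 3 changed in the same direction as at day 2. All days share the same lines and are not independent. With counts summed over the 4 days of each line, 1 of 18371 genes differed, which was Smchd1 again (log2 fold change -0.76, SE 0.07, adjusted p 0.00556), and 1663 genes had an unadjusted p under 0.05.

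The day 2 genes with the smallest adjusted p that were higher in het were a, Zfp988 and Zfp534, and those that were lower, besides Smchd1, were Psg29 and Bc1. The gene a (nonagouti, ENSMUSG00000027596, protein coding, chromosome 2, 154791402 to 155051012) rose from 0.303 ± 0.125 CPM in wt, with 4 to 9 counts, to 7.10 ± 4.48 CPM in het, with 37 to 185 counts (SD, n = 3). Its log2 fold change was 4.51 (SE 0.62, adjusted p 0.00824), and its exons overlap those of Raly on the same strand. Zfp988 (ENSMUSG00000078498, protein coding, chromosome 4, 147305674 to 147333734) had 84.8 ± 9.05 CPM in wt and 137 ± 10.1 CPM in het, with a log2 fold change of 0.68 (SE 0.11, adjusted p 0.0118). Zfp534 (ENSMUSG00000062518, protein coding, chromosome 4, 147673502 to 147702553) had 64.3 ± 6.39 and 106 ± 10.5 CPM, with a log2 fold change of 0.71 (SE 0.11, adjusted p 0.0118). For these zinc finger genes, 40.3% of 75-base stretches of Zfp988 and 46.4% of those of Zfp534 occurred in no other gene. Both lie in a region of chromosome 4 (145510759 to 147702553) in which 23 of 26 genes were higher in het in the summed counts under each of TMM, DESeq2 size factors and library totals. Psg29 (ENSMUSG00000023159, protein coding, chromosome 7, 17203477 to 17215760) had 18.9 ± 6.29 CPM in wt and 4.17 ± 1.29 CPM in het, with a log2 fold change of -2.19 (SE 0.29, adjusted p 0.00824). Bc1 (ENSMUSG00000115783, lincRNA, chromosome 7, 144914470 to 144914637) had 39.5 ± 13.6 and 13.2 ± 2.37 CPM, with a log2 fold change of -1.59 (SE 0.22, adjusted p 0.00824), and 88.3% of its 75-base stretches occurred in no other gene. Of the genes lower in het, 64 that were not themselves in a list of endoderm markers had a median correlation of 0.805 with the mean of 17 such markers between lines of one genotype and day, against -0.24 to 0.23 for 10000 random lists. At day 2, 19 of 19 markers tested were lower in het, with a median log2 fold change of -1.05.

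Day 2.5 was compared with day 2 within each genotype to measure the response to Wnt activation. In wt, 4519 of 15540 genes differed, 2269 higher and 2250 lower at day 2.5, and one fit of all 24 libraries, the alternative that moved this most upward, gave 6158. In het, 6963 of 15577 genes differed, 3390 higher and 3573 lower. With the line as a block, since each line was sampled on both days, the counts were 4798 in wt and 6793 in het. Residuals of the same line on the pair of days correlated at 0.092 in wt and 0.026 in het across genes. Of 15162 genes tested in both genotypes, 3970 differed in both, and all 3970 changed in the same direction. A further 2903 differed in het alone, of which 2751 changed in the same direction in wt. The median biological coefficient of variation was 0.186 in wt and 0.139 in het. The log2 fold changes of the genotypes correlated across genes with a Pearson's r of 0.830 and a Spearman's rho of 0.807, where genes are not independent replicates.

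The largest rises by the rule were of Sp5, Evx1 and Dkk4 in wt and of Dkk4, Sp5 and Gm45889 in het. Sp5 (chromosome 2, 70474923 to 70477729) had 0 counts in each day 2 library and 46.9 ± 10.3 CPM in wt and 47.0 ± 6.85 CPM in het at day 2.5 (SD, n = 3). Dkk4 (chromosome 8, 22624043 to 22627547) had 0 or 1 counts in each day 2 library and reached 96.5 ± 7.79 CPM in wt and 85.2 ± 18.9 CPM in het. Evx1 (chromosome 6, 52313498 to 52318378), whose exons overlap the antisense gene Evx1os, had 0 counts in wt at day 2 and 30.1 ± 12.2 CPM at day 2.5. The lincRNA Gm45889 (chromosome 7, 142283210 to 142290418) had 0 counts in het at day 2 and 26.2 ± 8.38 CPM at day 2.5. The largest falls in wt were of Ddx60, Klhl14 and Ankrd1, and in het of Fgf4, Klhl14 and Pax6. Ddx60 (chromosome 8, 61928087 to 62038244) went from 2.96 ± 1.79 CPM to 0 counts in each wt library. The log2 fold change of Klhl14 (chromosome 18, 21550377 to 21654718) was -5.26 in wt (SE 0.75, adjusted p 0.000301) and -4.93 in het (SE 0.61, adjusted p 2.21e-05), with exons shared with 4930426D05Rik on the other strand. Ankrd1 (chromosome 19, 36111961 to 36120099) changed by -4.70 in wt (SE 0.44, adjusted p 1.28e-05). Fgf4 (chromosome 7, 144847367 to 144865243) changed by -5.27 in het (SE 0.18, adjusted p 1.15e-10) and Pax6 (chromosome 2, 105668900 to 105697364) by -4.55 (SE 0.32, adjusted p 1.30e-07).

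The interaction asked whether the change from day 2 to day 2.5 itself differed between genotypes. It did so for 0 of 16569 genes, with 850 at an unadjusted p under 0.05. The larger number of genes past the threshold in het was therefore not matched by any single gene whose change differed at this threshold.

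Hox genes of groups 1 to 9 were compared because the study asked whether the loss of a Smchd1 allele alters their activation. The mean log2 RPKM of the 27 genes at day 0 was -4.92 ± 0.21 in wt and -5.19 ± 0.25 in het (SD, n = 3), a difference of -0.28 (exact permutation p 0.2). At this day 74.1% of the gene values were 0 counts. At day 2 the means were -3.13 ± 0.41 and -3.35 ± 0.18, a difference of -0.22 (exact permutation p 0.6, n = 3). At day 2.5 they were -0.08 ± 0.38 in wt and 0.21 ± 0.12 in het, a difference of 0.29 (exact permutation p 0.2, n = 3). At day 3 they were 1.18 ± 0.31 and 0.96 ± 0.34, a difference of -0.22 (exact permutation p 0.5, n = 3). The lines of the genotypes overlapped on each of the 4 days in these means. With the 11 genes that had a mean of at least 10 counts at day 2, the difference was -0.87, and the 3 het lines lay below the 3 wt lines (exact permutation p 0.1, n = 3). The rise from day 2 to day 2.5, with each line as its own baseline, was 3.05 ± 0.19 in wt and 3.56 ± 0.09 in het (SD, n = 3). The 3 het lines all rose more than the 3 wt lines, by 0.51 on average, with an exact permutation p of 0.1, the smallest possible, so a p under 0.05 was out of reach. Over these 5 comparisons the Benjamini-Hochberg adjusted p values ranged from 0.333 to 0.600.

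**Figure D3:**
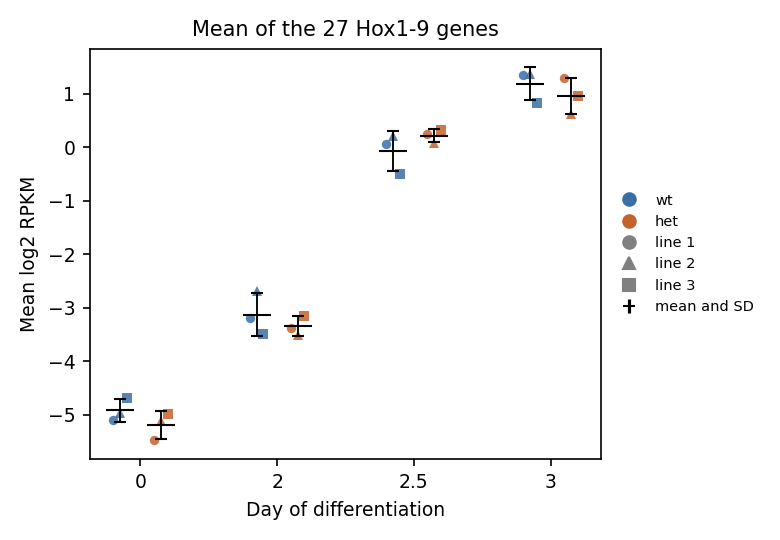
Mean log2 RPKM of the 27 Hox1 to Hox9 genes by day of differentiation. Points are single libraries, with a shape per line, and black bars are the mean and SD of 3 lines per genotype. The genotypes overlap on each day, and the rise from day 2 to day 2.5 was 3.05 in wt and 3.56 in het.

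Tested as a set on counts, the Hox1 to Hox9 genes at day 2 (11 genes past the filter, 9 lower in het) gave a fry p of 0.0595, and the camera test, whose null compares the set with other genes, gave 0.0417. At day 2.5 (26 genes, 20 higher in het) the fry p was 0.197 and the camera p was 0.000675. At day 3 (26 genes, 16 lower in het) the fry p was 0.419 and the camera p was 0.00813. The camera test thus changed the call on these 3 days, while the directions were the same. It was run at its preset correlation between genes, which was not estimated from these data. Where genes of a set vary together more than that, its p is too small. Over these 3 tests and that of the protocadherins, the adjusted fry p values ranged from 0.158 to 0.419. At day 0 too few genes of the set passed the filter for this test. Hoxb1 (chromosome 11, 96365752 to 96368256) had 4.52 ± 0.48 log2 RPKM in wt and 4.38 ± 0.08 in het at day 2.5 (SD, n = 3), and Hoxb4 (chromosome 11, 96318267 to 96321638) had 0.62 ± 0.24 and 0.87 ± 0.48. Hoxc6 (chromosome 15, 102998257 to 103011881) had -2.32 ± 0.75 and -2.83 ± 1.02, with 3 to 13 counts per library. Hoxb9 (chromosome 11, 96271457 to 96276595) had 1.82 ± 0.39 and 1.99 ± 0.36 at day 2.5, and 3.97 ± 0.19 in wt and 3.30 ± 0.23 in het at day 3, with a log2 fold change of -0.69 at day 3 (SE 0.14, adjusted p 0.221).

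The pluripotency and differentiation factors were compared to ask whether het lines differentiated as wt lines did. Adjusted over the list alone, 0 of 31 factors differed at day 0 (8 at an unadjusted p under 0.05), 1 of 31 at day 2, 0 of 33 at day 2.5 (2 at an unadjusted p under 0.05) and 0 of 33 at day 3 (5 at an unadjusted p under 0.05). Adjusted over all genes, 0 factors differed on any of the 4 days. Without a filter beyond 1 count, the count at day 0 was 7. The factor at day 2 was Klf5, chosen after its values were seen, with 3.44 ± 0.26 log2 RPKM in wt and 2.76 ± 0.21 in het (SD, n = 3), a log2 fold change of -0.68 (SE 0.15, adjusted p 0.0137 over the list and 0.0633 over all genes). Pou5f1 (chromosome 17, 35506018 to 35510772), whose exons overlap Gm19553, changed by -0.21 at day 0 (SE 0.07, adjusted p 0.369 over all genes) and by 0.33 at day 3 (SE 0.14, adjusted p 0.517). The gene T (chromosome 17, 8434423 to 8442496) had 0 to 22 counts in the day 2 libraries and 6.93 ± 0.64 log2 RPKM in wt and 7.22 ± 0.14 in het at day 2.5. Its rise from day 2 was 9.40 on the log2 scale in wt (SE 0.52, adjusted p 1.07e-07) and 8.90 in het (SE 0.24, adjusted p 2.03e-11). Cdx2 (chromosome 5, 147300805 to 147307270) rose by 6.56 in wt (SE 0.23, adjusted p 9.07e-10) and by 5.88 in het (SE 0.17, adjusted p 3.44e-11). Nanog (chromosome 6, 122707489 to 122714633) had a log2 fold change of 0.52 in het against wt at day 3 (SE 0.30, adjusted p 0.636), and Klf4 (chromosome 4, 55527143 to 55532466) by -0.95 at day 2 (SE 0.41, adjusted p 0.427).

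The clustered protocadherins were tested as a set on the summed counts because Smchd1 in the embryo silences clustered gene families. The 37 genes that passed the filter, 36 of them higher in het, had a median log2 fold change of 0.21 and a fry p of 0.0789, and the camera p was 1.03e-19. The median was 0.66 for the 14 alpha genes, of which 14 had an unadjusted p under 0.05, and 0.21 for the 21 gamma genes, of which 0 did. The 14 alpha genes had mean summed counts of 158 to 178 each and the 21 gamma genes had 3088 to 4482. The ratio of highest to lowest was 1.13 and 1.45, so genes of one cluster may not be separate measurements.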

Values the study reported

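For cells that lacked maternal SMCHD1, the study reported a larger log fold change of anterior Hox genes between day 2 and day 2.5 than in control cells (p < 0.001). That p was for 27 genes, with 4 replicates at day 2 and 3 at day 2.5, which were technical replicates of 2 lines. For the heterozygous cells analysed here, the study reported no significant differential expression against their matched controls and no influence on Hox gene expression. It also compared the change of the Hox1 to Hox9 genes from day 2 to day 2.5 between these cells and their controls. That was a t-test shown in a supplementary figure, and the study's text gives no p for it.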

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

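The tests with one common floor and with TMM factors for the genes below were chosen only after the result was seen. The 62 values examined were those of the 27 Hox genes of groups 1 to 9, their mean and the 34 factors on 4 days, and a result is listed when all het lines lay above all wt lines on one day and below them on another. There were 3 such results where 1.68 would be expected by chance, so the number is close to what chance gives. The differences between days were not tested beyond this, because choosing genes by these separations fixes the permutation p at 0.1.

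Hoxb3 was lower in het at day 2, by -1.16 in log2 RPKM, and higher at day 2.5, by 0.47, with 3 to 179 counts in these 12 libraries. The change from day 2 to day 2.5 differed by 1.64 between genotypes. With zero counts listed at a depth-dependent floor replaced by one common floor, 2 separations remained, and no library had 0 counts. With TMM factors added to the scaling by library totals, 1 separation remained, that of day 2.5. At day 2 the lines of the genotypes were parted by 0.01 in log2 RPKM, and with TMM factors they overlapped by 0.02. The separation at day 2, but not the size of the difference, thus depended on scaling. Whether genotype contributes cannot be told apart from it.

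Hoxa6 was higher in het at day 2 and lower at day 2.5, and the difference in its change was -0.87. It had 0 counts in all 12 libraries of these days, so the listed values follow from zero counts listed at a depth-dependent floor alone. With a common floor 0 separations remained. Adding TMM factors to the scaling by library totals kept 2 separations, which says nothing for a gene without counts. This result is an effect of how zeros are listed and is not a measurement of the gene.

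Wnt5b was lower in het at day 0, by -0.84 in log2 RPKM, and higher at day 2, by 0.71, with 27 to 74 counts in these libraries. The change from day 0 to day 2 differed by 1.55 between genotypes. With a common floor in place of zero counts listed at a depth-dependent floor, 2 separations remained, and no library had 0 counts. With TMM factors added to the scaling by library totals, 2 separations remained as well. Different positions of lines along differentiation were not tested for Wnt5b, and the number of such results is near chance, so no explanation is favoured.

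Hox genes of groups 10 to 13 were outside the comparisons above. Among these 12 genes, the highest count was 71, of Hoxd13 in het at day 2.5, where it had 38 to 71 counts and a mean of 49.0. In wt at day 2.5, the gene with the highest mean was Hoxa10, with 17 to 36 counts. The number of these genes with more than 3 counts in every line was 1 in wt and 2 in het at day 0, 4 and 3 at day 2, 4 and 5 at day 2.5, and 5 and 5 at day 3. No technical or biological explanation was tested for these counts, and the genotypes were not compared.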

How the results depend on the processing

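The results, tests and all alternatives but 10 were chosen before the data were examined, and those 10, thinning of counts where it had not been planned, were chosen after seeing the data. Over 25 results, 322 alternatives were computed. Counts of genes or factors were not scored for direction, so only the results on gene sets, Smchd1 and the Hox means could reverse, and none did. Of the 322, 243 kept the direction and the side of the threshold or, for counts, stayed within 1.5 times the count. A further 62 moved a count further, 10 crossed to under the threshold and 7 crossed to above it. The 10 added alternatives were among the 243. The number of genes that changed from day 2 to day 2.5 stayed within 1.5 times in 15 of 15 alternatives in each genotype, from 3148 to 6158 in wt and from 5665 to 7352 in het. The 5 Hox1 to Hox9 mean differences kept their sign in 10 of 10 alternatives each. Their size was less stable when 1 line was left out. The day 2 difference went from -0.22 to -0.0005 without wt line 2. The day 2.5 difference went from 0.29 to 0.08 without wt line 3, and that of day 3 from -0.22 to -0.05 without het line 2. The difference in the rise stayed between 0.43 and 0.61 in such fits. A p under 0.05 was out of reach for the 5 differences, so their side of the threshold could not change and shows no stability. With the 11 genes of a mean of at least 10 counts, the day 2 difference moved from -0.22 to -0.87 and the lines of the genotypes no longer overlapped (exact permutation p 0.1). With the median over genes, the day 2.5 difference moved from 0.29 to 0.40, again without overlap (exact permutation p 0.1). In log2(CPM + 1) with TMM factors the day 0 difference was -0.06, also without overlap (exact permutation p 0.1). The cause was not tested.

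Without a filter beyond 1 count, the number of genes differing between het and wt was 369 at day 0, 384 at day 2, 87 at day 2.5, 274 at day 3 and 190 for summed counts, and the interaction gave 33. With that setting the number of factors was 7 at day 0, 3 at day 2 and 8 at day 3. With a mean of at least 50 counts, the day 2 count was 131. The DESeq2 Wald test gave 82 genes at day 0, 213 at day 2, 3 at day 2.5, 107 at day 3 and 133 for summed counts, and 2 factors at day 0 and 2 at day 2. The edgeR exact test gave 48, 249, 11, 129 and 115 genes in the same order, and 4 factors at day 0 and 2 at day 2. One fit of all 24 libraries gave 1 gene at day 0, 23 at day 2, 1 at day 2.5 and 15 at day 3, with 5 factors at day 2 and 1 at day 3. The voom fit with the line as a random effect gave 156 genes over the days. The cause was not tested for any of these changes. Library totals or DESeq2 size factors in place of TMM moved none of these counts beyond 1.5 times. The largest shift in the share of higher genes was in the change in het, from 48.7% to 57.3% with library totals.

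Same-numbered wt and het lines correlated at -0.008 at day 0, -0.033 at day 2, -0.040 at day 2.5, 0.051 at day 3 and 0.069 for summed counts. The same line on day 2 and day 2.5 correlated at only 0.092 in wt and 0.026 in het. This measure is therefore too weak to exclude a pairing of wt and het lines by number, which the labels do not give. With the line number as a block, 25 genes differed at day 0, 97 at day 2, 0 at day 2.5 (670 at an unadjusted p under 0.05), 100 at day 3 and 50 for summed counts. In these fits 3 factors differed at day 0, and the Hox set at day 2 had a fry p of 0.0146. At its preset correlation between genes, the camera test gave 0.0417 for the Hox set at day 2, 0.000675 at day 2.5 and 0.00813 at day 3. For the protocadherins it gave 1.03e-19. At day 0 too few genes of the Hox set passed the filter. Without a filter beyond 1 count, 16 genes gave a fry p of 0.439 there, and 26 genes in one fit of all 24 libraries gave 0.399. The Hox set could also not be tested with all alternatives at day 2, since the filter at a mean of 50 counts left none to test.

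Across the 6 fits that each left out one replicate, the number of genes ranged from 0 to 68 at day 0, 0 to 211 at day 2, 0 to 3 at day 2.5, 0 to 93 at day 3 and 0 to 404 for summed counts. It ranged from 3148 to 4355 for the change in wt and 5665 to 6648 in het, and from 0 to 2 for the interaction over 12 fits. At least 464 genes had an unadjusted p under 0.05 in each alternative of the 5 comparisons of het with wt. The number of factors ranged from 0 to 7 at day 0, 0 to 1 at day 2, 0 to 2 at day 2.5 and 0 to 1 at day 3. The fry p ranged from 0.0468 to 0.211 for the Hox set at day 2, 0.176 to 0.414 at day 2.5, 0.143 to 0.818 at day 3, and 0.0312 to 0.173 for the protocadherins. The median log2 fold change of the protocadherins ranged from 0.14 without wt line 3 to 0.35 without wt line 1. The day 2 count of 85 became 211 without wt line 1 and 137 without wt line 2, and 0 to 8 when wt line 3 or any het line was left out. For Smchd1, 10 of 32 alternatives changed its side of the threshold, 7 to an adjusted p above 0.05 and 3 to below it, with log2 fold changes from -0.98 to -0.50.

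Depth limits the Hox genes at day 0, when 74.1% of the values of the 27 genes were 0 counts, and at day 2, when 32.1% were. At day 2.5 the library of wt line 2 had 7.10 M counts, and with all libraries thinned to this total 0 genes differed there (694 at an unadjusted p under 0.05).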

Other observations

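The tests of library depth, of a few genes taking most of the counts and of a mislabelled line for the day 2 result, all tests of chromosome 8, those of the alpha and gamma protocadherins, and those of the Hox rise with one common floor and along the differentiation axis were chosen only after the result was seen. The patterns were found in the same data that tested them and are hypotheses.

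At day 2, 77 of the 85 genes that differed were lower in het. With each library's trend over gene length and GC content taken out, 70 of the 85 remained, and with counts thinned to the smallest library total as a test of library depth 83 remained. A few genes taking most of the counts would show in the 10 highest genes, which held at most 5.65% of the counts of a day 2 library. A mislabelled line was tested by Smchd1 itself, and het lay below wt on 4 of 4 days, so this explanation is ruled out by that measure. A chromosome gained or lost in a line was looked for in the medians by chromosome, of which the largest was 0.19, on chromosome 8 of wt line 1. A gain in part of the cells would not reach the limit of 0.3 set for this test, so it cannot be ruled out by this measure. This was decided after the result was seen. Without wt line 1, 82 of the 85 genes still differed. A different share of endoderm-like cells in the lines remains a candidate explanation. Outside the marker list itself, 64 of the lower genes had a median correlation of 0.805 with the mean of 17 endoderm markers between lines of one genotype and day. In 10000 random lists it ranged from -0.24 to 0.23. The median was 0.874 over the 12 wt libraries and 0.694 over the 12 het libraries. The markers were lower in het for 17 of 19 at day 0, 19 of 19 at day 2, 18 of 19 at day 2.5 and 19 of 19 at day 3, with fry p values of 0.0888, 0.0263, 0.446 and 0.120. DESeq2 size factors and library totals gave the same numbers of lower markers. The day 2 markers are partly the genes the pattern was seen in, with 13 of 19 among the 85. Lines may therefore differ in the share of such cells, and with 3 lines per genotype this cannot be told apart from an effect of genotype. The number of genes differing at day 2 here was 85. That is higher than what the study described for these cells.

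Of the 26 genes in a window of chromosome 4 (145510759 to 147702553), 16 are named as zinc finger genes and 23 were higher in het in the summed counts. The window was found from genes with the smallest p at days 0 and 2. Apart from the 5 genes it was found by, 18 of 21 were higher, and 1.89% of windows of as many neighbouring genes elsewhere had a mean change as large, which goes against chance clustering along the genome. Reads shared between paralogs were examined through the 8 genes with at least 90% of their 75-base stretches in no other gene. Their median log2 fold change was 0.22, against 0.34 for the other 18 genes, but 5 of the 8 had a mean under 50 counts. The 3 with more counts had a median of 0.29, against 0.35 for 16 others with as many. With 3 such genes, the pattern cannot be told apart from an effect of shared reads. The rule written for this test would have ruled that out, and it was left open after the counts were seen. Correlation with the endoderm markers was 0.190, above 97.5% of 10000 random lists. A smaller share of endoderm-like cells in het would raise these genes only if the correlation were negative, so the sign goes against this explanation. The mean of the 26 genes lay above the wt lines in all 3 het lines, with an exact permutation p of 0.1, the smallest possible. In single days, 21 of 22 genes were higher at day 0, 21 of 23 at day 2, 19 of 21 at day 2.5 and 19 of 21 at day 3, and these numbers were the same with DESeq2 size factors and with library totals. A biological reading, in which Smchd1 contributes to silencing of these genes, stays a hypothesis. The paper describes its MMTV-Cre animals, the model used for these lines, as genetically more mixed than its Zp3-Cre animals. Differences in genetic background between the lines were not tested and remain open.

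The clustered protocadherins were higher in het for 36 of 37 genes, under TMM, DESeq2 size factors and library totals alike. The 14 alpha genes had a ratio of highest to lowest mean count of 1.13 and the 21 gamma genes of 1.45. Both are consistent with one set of reads, from the constant exons shared within each cluster, being counted for every gene. The median log2 fold change was 0.66 for the alpha and 0.21 for the gamma genes, so the clusters differed in size of change. The beta genes have no such exons, but 2 passed the filter, with a median log2 fold change of -0.22 and 17 counts each, which is too few to tell. The pattern therefore may amount to as few as 1 signal per cluster. The mean per line of the 37 genes was 3.63 ± 0.15 log2 CPM in het and 3.27 ± 0.18 in wt (SD, n = 3, exact permutation p 0.1, the smallest possible).

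In wt line 1, genes of chromosome 8 were higher than in the other 5 lines, with a median log2 ratio of 0.22 and 90% of 670 genes above 0, against 48.7% of genes on other chromosomes. A few genes of chromosome 8 would not give this, as 4 of 4 stretches of the chromosome, each with 167 or 168 genes, lay above every other chromosome and line. One library of the line would not either, as wt line 1 had the highest chromosome 8 median on 4 of 4 days. If it were a gain of the chromosome in some cells, the ratio of 1.17 would correspond to 33.7% of cells with 3 copies, and this remains a candidate explanation that the counts alone cannot show. No biological explanation was tested. Without wt line 1, 404 genes differed in the summed counts. Only 3.22% of these lay on chromosome 8, where 5.22% of the tested genes lie, so chromosome 8 genes alone do not explain that number.

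The Hox1 to Hox9 difference between het and wt was negative at days 0, 2 and 3 and positive at day 2.5. Replacing zero counts listed at a depth-dependent floor with one common floor changed its sign on 0 of 4 days. Lines at different points of differentiation were examined by placing each library of days 2.5 and 3 on the axis from day 2 to day 3 of the other genes. Between lines of one genotype and day, position and Hox mean correlated with a Pearson's r of 0.56 (permutation p 0.157) and a Spearman's rho of 0.48 (permutation p 0.171) over 12 libraries. Without the 2 libraries farthest from the median r was 0.24, so the relation rests on those. It was -0.32 at day 2.5 and 0.84 at day 3, and 0.21 in wt and 0.94 in het. The rule written for this test would have ruled the explanation out at such a p. It was left open after the result was seen, because 12 libraries cannot exclude a relation of this size.

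The Hox1 to Hox9 rise from day 2 to day 2.5 was larger in the 3 het lines than in the 3 wt lines. The difference was 0.62 with one common floor in place of zero counts listed at a depth-dependent floor, and 0.73 with the 12 libraries thinned to the smallest total as a test of library depth. The separation of the lines was kept in both. Along the axis of the other genes, het lines moved 0.877 ± 0.026 of the distance from day 2 to day 3 and wt lines 0.784 ± 0.077 (SD, n = 3, exact permutation p 0.2). The difference of 0.0929 has the same direction as that of the Hox genes. It arose at day 2, where positions were -0.074 to -0.035 in het and -0.037 to 0.137 in wt. At day 2.5 they were 0.798 to 0.854 in het and 0.812 to 0.860 in wt, so het lines were not further along there. Because the starting positions differed, a larger rise in het cannot be told apart from lines at different points of differentiation. A direct effect of the lost allele on Hox activation stays a hypothesis, and the direction is the one the study described for cells without maternal SMCHD1.

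Other splits of the same 6 lines or libraries show how often a grouping other than the real one gives as much. Each such split has members of both real groups on each side, in unequal number, so none is unrelated to genotype or day. Of the 10 splits into 3 and 3, 4 part all same-numbered lines, the real one included, and 6 keep 1 or more same-numbered lines together. With 4 or 10 splits no share can fall under 0.05. As many genes differing came from 1 of these 4 splits at day 2 and 1 of 4 at day 3, and from 1 of 4 for summed counts. For the changes from day 2 to day 2.5, 1 of 4 splits gave as many in wt and 1 of 4 in het. Where the real count was 0, at day 0, at day 2.5 and for the interaction, 4 of 4 splits gave as many by definition, with 1649, 822 and 850 genes at an unadjusted p under 0.05. A fry p as small came from 1 of 4 splits for the Hox set at day 2, 2 of 4 at day 2.5, 4 of 4 at day 3 and 1 of 4 for the protocadherins. As many factors came from 1 of 4 splits at day 2 and from 4 of 4 at day 0, day 2.5 and day 3, where the real count was 0 (8, 2 and 5 factors at an unadjusted p under 0.05). Over all 10 splits, the highest number of genes in any but the real one was 0 at day 2 and 0 at day 3. Among the other 6 splits, the number of genes reached 72 at day 2.5 and 3 for summed counts, and the number of factors reached 7 at day 2.5 and 7 at day 3. Among these 6, the smallest p was 0.0392 for the Hox set at day 2, 0.137 at day 2.5 and 0.00267 at day 3, and 0.0304 for the protocadherins. On each of these, a grouping other than the real one gave a smaller p.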
